# Mechanisms of transcriptional regulation in *Anopheles gambiae* revealed by allele-specific expression

**DOI:** 10.1098/rspb.2024.1142

**Published:** 2024-09-18

**Authors:** Naomi A. Dyer, Eric R. Lucas, Sanjay C. Nagi, Daniel P. McDermott, Jon H. Brenas, Alistair Miles, Chris S. Clarkson, Henry D. Mawejje, Craig S. Wilding, Marc S. Halfon, Hasiba Asma, Eva Heinz, Martin J. Donnelly

**Keywords:** allele, *cis*-regulation, transcript, insecticide, resistance

## Abstract

Malaria control relies on insecticides targeting the mosquito vector, but this is increasingly compromised by insecticide resistance, which can be achieved by elevated expression of detoxifying enzymes that metabolize the insecticide. In diploid organisms, gene expression is regulated both in *cis*, by regulatory sequences on the same chromosome, and by *trans* acting factors, affecting both alleles equally. Differing levels of transcription can be caused by mutations in *cis*-regulatory modules (CRM), but few of these have been identified in mosquitoes. We crossed bendiocarb-resistant and susceptible *Anopheles gambiae* strains to identify *cis*-regulated genes that might be responsible for the resistant phenotype using RNAseq, and CRM sequences controlling gene expression in insecticide resistance relevant tissues were predicted using machine learning. We found 115 genes showing allele-specific expression (ASE) in hybrids of insecticide susceptible and resistant strains, suggesting *cis*-regulation is an important mechanism of gene expression regulation in *A. gambiae*. The genes showing ASE included a higher proportion of *Anopheles*-specific genes on average younger than genes with balanced allelic expression.

## 1. Introduction

Malaria prevalence in Sub-Saharan Africa has reduced by 50% since 2000, primarily due to insecticide-based control of mosquito vectors [1]. Recently, progress has stagnated [2], partly due to increasing levels of resistance against insecticides in mosquito populations [3]. *Anopheles gambiae* is one of the dominant malaria vectors in Sub-Saharan Africa, the primary vector across most of Uganda [4] and the vector for which the largest resource of genome data is available, with 7275 genomes sequenced [5–8]. A common cause of insecticide resistance is increased degradation of insecticides (termed metabolic resistance) [9] with overexpression of insecticide-metabolizing P450s repeatedly implicated [10–12]. This can be caused by mutations in *cis*-regulatory regions regulating the expression of metabolic resistance genes. In diploid organisms, such mutations typically only affect the expression of the allele of the gene located on the same chromosome. Although some *trans* factors involved in metabolic resistance gene regulation in *Anopheles* are known [13,14], few studies have identified genetic variation causing metabolic resistance [15–18]. The multiallelic nature of metabolic insecticide resistance which can involve different mutations affecting the same gene in different populations, as well as the involvement of multiple genes, makes marker identification challenging as it limits the power of association studies unless very large sample sizes are used [15].

Despite the primary role of gene overexpression in metabolic resistance, only one *cis*-regulatory variant for resistance-linked differential expression has been identified in *A. gambiae* [19], and markers for such variants are therefore absent in the current genetic marker panel for resistance [20]. Copy number variants (CNV) have been observed in *A. gambiae* metabolic resistance gene clusters [21]. For example, in *Anopheles coluzzii* copy number of *Cyp6AA1* is associated with deltamethrin resistance [22]. The relative contribution of CNV and *cis*-regulation on *Anopheles* gene expression has not yet been determined.

Uganda sees a high burden of malaria; comprising 7.8% of all global cases in 2021 [23]. To address this public health burden, the insecticide bendiocarb has been used for indoor residual spraying (IRS) to complement the distribution of long-lasting insecticidal nets. Some resistance to bendiocarb in *A. gambiae* was observed in Nagongera (southeast Uganda) and Kihihi (southwest Uganda), with 83% and 70% mortality, respectively, to World Health Organization (WHO) bioassays with a diagnostic dose of 0.1% bendiocarb in 2014 prior to the IRS [24]. The IRS campaign starting in December 2014 succeeded in reducing the human biting rate, cases of malaria and test positivity rate in Nagongera [24], but the potential for further increases in resistance puts the long-term usefulness of bendiocarb into question.

Mosquitoes collected from Nagongera in 2014, which have moderate resistance to bendiocarb, showed significant differential expression of many genes compared with the susceptible Kisumu strain, including salivary gland protein encoding *D7r2* and *D7r4* genes as well as the detoxification-associated genes *Gstd3* and *Cyp6m2* [25]. Expression of *D7r4* was associated with a single-nucleotide polymorphism (SNP) in a non-coding transcript downstream of the D7 cassette [25].

In diploid organisms, allele-specific expression (ASE) provides strong evidence that genes may be under differential *cis*-regulatory control [26,27]. Using a method that has been applied to a variety of taxa [26,28–32] but not mosquitoes, we describe the identification of genes showing ASE in *A. gambiae* which potentially confer metabolic resistance. The challenges of applying this method that arise from mosquito biology and genome structure are discussed. In complementary work, we predicted the sequences of some of the *cis*-regulatory modules (CRM) that may underlie the expression of genes involved in insecticide resistance using machine learning. Predictions included potential CRMs proximal to the genes showing ASE and genes that show consistent differential expression patterns in multiple resistant *Anopheles* strains, providing a starting point for future investigations into CRM variants during the evolution of insecticide resistance.

## 2. Material and methods

### (a) Strains and crosses

Resting female mosquitoes were collected in Siwa Village, Nagongera, Tororo District in Eastern Uganda (0°46′12.0″N, 34°01′34.0″E) in March 2013. Sixty-five *A. gambiae* (as ascertained by species ID PCR [33]) egg batches laid by the collected females were reared and combined to establish the Nagongera colony. All colony founding mothers were screened for the bendiocarb target site resistance mutation G280S in *ace1* using the TaqMan assay described by Bass *et al.* [34]. No resistance-associated variants were observed. Full sequencing of *ace1* from six colony mosquitoes that survived bendiocarb exposure did not reveal any other potential target site resistance mutations. The colony was assayed using WHO tube assays [35] at F2 and found to be highly resistant to DDT (7.4% mortality to diagnostic dose 4%, *n* = 54) and deltamethrin (17.2% mortality to diagnostic dose 0.05%, *n* = 64), with intermediate resistance to the carbamate bendiocarb (65.9% mortality to diagnostic dose 0.1%, *n* = 44). WHO tube bioassays [35,36] of Nagongera colony adults using assays with preexposure to 4% piperonyl butoxide (which inhibits P450-mediated metabolism) for 1 h prior to bendiocarb exposure increased mortality to 97.4% (*n* = 39), a 48% increase in mortality compared with bendiocarb exposure alone, implying that bendiocarb resistance is metabolic rather than target site mediated.

A schematic of the experimental design is shown in figure 1. Reciprocal crosses between Nagongera mosquitoes and an inbred insecticide susceptible colony (origin Kisumu, Kenya, 1975, susceptible to bendiocarb, DDT and deltamethrin) were performed as described previously [6]. Crosses each involved 13 males and multiple females; since *A. gambiae* are swarm maters, multiple males are required to induce mating. Females were transferred to individual cups for egg laying. F1 progeny of three females from each reciprocal cross were raised to adults under standard insectary conditions of 12 h light : 12 h dark cycle, 26°C ± 2°C and 70% relative humidity and fed on 10% sucrose solution (table 1, figure 1).

**Figure 1.**
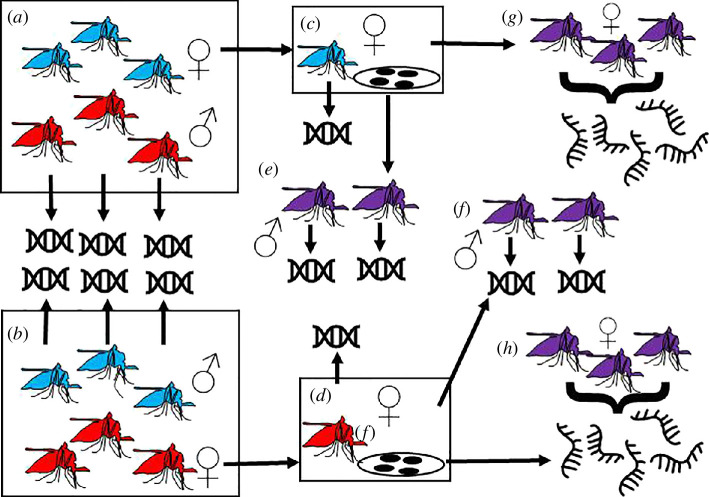
Crossing, DNA and RNA extraction schema. (*a*) Thirteen Kisumu females (blue) were crossed to 13 Nagongera males (red). Females mate only once. Genomic DNA from Nagongera males was extracted and sequenced. (*b*) In the reciprocal cross, 13 Nagongera females (red) were crossed to 13 Kisumu males (blue). Genomic DNA was extracted and sequenced from Kisumu males. (*c*) Individual mated Kisumu females were transferred to laying cups. Genomic DNA was extracted and sequenced following egg laying. (*d*) Individual mated Nagongera females were transferred to laying cups. Genomic DNA was extracted and sequenced following egg laying. (*e*) F1 progeny (purple) from the three Kisumu mothers sequenced at step (*c*) were raised to adulthood. Genomic DNA was extracted and sequenced from individual males (*f*). F1 progeny (purple) from the three Nagongera mothers sequenced at step (*d*) were raised to adulthood. Genomic DNA was extracted and sequenced from individual males (*g*,*h*). Female F1 from each of the six mothers were raised to adulthood. RNA was extracted and sequenced from pools of 10 F1 females 3–5 days after eclosion.

**Table 1.** Crosses between Kisumu and Nagongera and RNAseq summary statistics.

RNAseq sample	cross	mother origin	mother Sanger code	father origin	father Sanger code	total reads counted (F1 RNAseq)	percentage of reads mapping to *A. gambiae* PEST genome
Wilding_1	B1	Nagongera	failed QC	Kisumu	unknown	18 496 263	88.6%
Wilding_2	B3	Nagongera	failed QC	Kisumu	unknown	38 526 717	87.1%
Wilding_3	B5	Nagongera	AC0382-C	Kisumu	AC0416-C	28 969 694	87.7%
Wilding_4	K2	Kisumu	AC0300-C	Nagongera	AC0406-C	6 400 460	85.5%
Wilding_5	K4	Kisumu	AC0317-C	Nagongera	AC0398-C	46 229 505	86.3%
Wilding_6	K6	Kisumu	AC0334-C	Nagongera	AC0398-C	29 491 773	86.9%

### (b) Sequencing

RNA was extracted from pools of 10 female F1 progeny from each of the six crosses 3–5 days after eclosion using RNAqueous4PCR total RNA isolation kit (Invitrogen). RNA quality and quantity were checked using the Agilent Bioanalyser profile and Qubit 2.0 Fluorometer. Total RNA libraries were prepared for Illumina paired-end indexed sequencing according to the Illumina TruSeq RNA sample preparation v. 2 guide [37]. cDNA libraries were barcoded, pooled and sequenced using the Illumina HiSeq1500 platform, with 100 bp paired-end reads.

DNA was extracted using the Qiagen DNeasy Kit from the six individual mothers, all individual potential fathers alive following the cross and individual male F1 siblings (figure 1) and sequenced as described previously [6].

### (c) Genome analysis

Quality control of genomic sequences for mothers, potential fathers and F1 progeny and matching of fathers to the progeny using Mendelian error analysis was performed as described previously [6], electronic supplementary material, table S1.

Scikit-allel v. 1.3.7 [38] was used to analyse the genome of the mothers and potential fathers, generating a consensus sequence of homozygous sites for Kisumu and Nagongera colonies and calculating the number of SNPs differing between the colonies which passed the MalariaGen ‘gamb_colu’ site filter (table 2). Analysis of CNV, selective sweeps, protein age and enrichment analysis are described in electronic supplementary materials.

**Table 2.** Number of SNPs differing between Kisumu and Nagongera colony consensus genome sequences and SNPs in exonic regions differing between the parents that could be used to detect ASE

Cross or Colony	2L	2R	3L	3R	X	Y / other	Total
Colony consensus	2519	12 769	1530	1931	10 510	0	29 259
K2	13 849	30 134	19 375	20 877	15 543	0	99 778
K4	33 139	35 048	19 074	22 405	15 250	0	124 916
K6	30 303	30 811	14 534	17 801	15 601	2	109 052
B5	29 627	36 203	20 865	25 414	10 539	1	122 649

Colony consensus numbers are the count of SNPs on each chromosome arm which differ between the Kisumu and Nagongera colony and are homozygous in all sequenced Kisumu and Nagongera colony individuals. Numbers for each cross are exonic SNPs that are homozygous in the parents of each cross but differing between the parents

### (d) RNAseq analysis

Samples were compared using the RNA-Seq-Pop snakemake workflow [39] which includes FastQC [40], read alignment to the *A. gambiae* PEST reference genome (AgamP4, INSDC Assembly GCA_000005575.1, February 2006) using kallisto [41], principal components analysis, differential gene expression analysis using DESeq2 [42], differential isoform analysis using sleuth [43] and gene set enrichment analysis using GSEA [44]. RNAseq data for the Kisumu parental colony, Busia G28 deltamethrin selected colony [39] and Tiefora pyrethroid resistant colony [45] were compared with the F1 RNAseq data.

### (e) Analysis of ASE

For parent-based mapping, SNPs homozygous for different alleles in the parents were used to infer ASE. Due to the pooling of 10 females for RNA sequencing, it was not possible to use parental heterozygous SNPs. For sibling-based mapping, autosomal SNPs distinguishing maternal and paternal alleles were inferred from the male siblings’ genome sequences (electronic supplementary material, tables S2 and S3).

Analysis of F1 RNAseq data for ASE was performed using ASEReadCounter* [46] (based on ASEReadCounter [47]) using individual parent genomes for each cross to assign reads to parental alleles (options –vcf_mat, –vcf_pat). Where only sibling-inferred SNPs were known, option –vcf_joind was used on the unphased inferred F1 VCF file. SNP level ASE was calculated for all SNPs with ≥10 total counts.

To obtain a gene level measurement of ASE, MBASED [48] was used to aggregate SNP level counts to gene level by pseudo-phasing SNPs in each gene. The SNPs with the higher read count at each variable site are combined into the major allele. For SNPs inferred from siblings, MBASED was run assuming SNPs were unphased. Where phase was known, MBASED was run in both phased and non-phased mode to measure the impact on power to detect loci with ASE. The overdispersion parameter for simulations was determined from read counts (electronic supplementary materials). In all cases, the same seed was set prior to running 10^6^ simulations with the total read count at each SNP kept constant, but drawing reference allele counts from a null beta-binomial distribution with mean 0.5 × total count and overdispersion parameter 0.038. The *p*-value is the proportion of simulations in which the major allele frequency (MAF) is greater than or equal to the observed MAF. For genes with multiple SNPs, the *p*-value for heterogeneity (*p*_het_) between the level of ASE at each SNP was calculated. Low *p*_het_ indicates possible isoform-specific ASE. False discovery rate correction was applied to both *p*-values for ASE and *p*_het_ with a nominal rate of 5% [49].

### (f) Prediction of CRMs

*Anopheles* CRMs were predicted using SCRMshaw [50–54]. Briefly, *Drosophila* CRMs which drive gene expression in the tissue of interest were downloaded from the Redfly database (v. 9.6.0, database updated 2 January 2023) [55,56], with max size 2000. Only non-overlapping sequences (>100 bp) were included. Syntenous regions from related *Drosophila* species (putatively containing the equivalent CRM) were added to the training dataset using liftOver at https://genome.ucsc.edu/cgi-bin/hgLiftOver [57] as described by Kazemian & Halfon [51]. SCRMshaw was trained using this augmented training set and a 10× bigger set of non-CRM non-exonic regions. Repeats in CRMs, non-CRMs and the target *A. gambiae* PEST genome were masked using repeat masker [58]. Existing training sets for the adult peripheral nervous system, embryonic and larval excretory and embryonic/larval Malpighian tubules were downloaded from GitHub (https://github.com/HalfonLab/dmel_training_sets). These were compared with the 2272 Tn5 transposase hypersensitive sites identified by Ruiz *et al.* [59].

## 3. Results and discussion

### (a) Crosses

Three females from each reciprocal cross between the Kisumu and Nagongera strains laid viable eggs (figure 1 and table 1). For four crosses the father was identified by minimizing median Mendelian error (electronic supplementary material, table S1), but for the other two crosses the mother failed sequencing quality control and none of the sequenced putative fathers were a good match. We presume the true fathers for these crosses died during the experiment, precluding extraction of good quality DNA.

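RNA was sequenced from 1 pool of 10 F1 females per cross, which the paper gives as 3 to 5 days old and the sample labels as 3 days old. Crosses B1, B3 and B5 had a Nagongera mother and a Kisumu father, and crosses K2, K4 and K6 had a Kisumu mother and a Nagongera father. Each cross was 1 library, so there were no replicates within a cross. The authors assigned reads to alleles at SNPs with ASEReadCounter* on the AgamP4 PEST genome, and the files hold the raw number of reads of each allele at each SNP together with its gene. For B5, K2, K4 and K6, the SNPs were homozygous for different alleles in the parents, and the counts are of the maternal and the paternal allele. The counts of K6 are at the SNPs of the parents of cross K4. For B1 and B3, autosomal SNPs were inferred from male siblings, the counts are of the reference and the other allele, and the parent of each allele is not known. Summed over SNPs, 4874236 reads were assigned to alleles in B1, 7528652 in B3, 10220450 in B5, 2115283 in K2, 14727062 in K4 and 10058428 in K6, and these are the depths behind the values reported here. A read that covers several SNPs is counted at each of them, so these sums are not numbers of distinct reads and are not a share of the totals in Table 1. Confidence intervals on shares of reads (Wilson, 95%) take these sums as their numbers of reads, so they are narrower than the counting error of distinct reads and cover no other error. SNPs with at least 10 reads were used, as in the paper, unless another minimum is given.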

RNAseq statistics for the pooled F1 females from each of these six crosses are shown in table 1. The number of reads recommended for 60% power to detect ASE at 1.5-fold is 500 per gene [60], which for the 13 796 annotated genes in *A. gambiae* would require around 6.9 × 10^6^ reads. Five crosses exceeded this value with one cross, K2, having slightly fewer (6.4 × 10^6^ reads). 

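Depth per gene was measured as the number of reads assigned to alleles, summed over the SNPs of a gene with at least 10 reads. In K2, 705 of 5185 genes (13.6%) had at least 500 such reads, and the median gene had 96. The share of genes with at least 500 reads was 26.3% in B1, 37.0% in B3, 43.6% in B5, 43.8% in K6 and 52.4% in K4. The median gene had 195 reads in B1, 296 in B3, 386 in B5, 391 in K6 and 548 in K4. A read over several SNPs is counted at each and reads over no such SNP are not counted, so these sums are not the number of distinct reads per gene.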

The proportion of reads mapping to the *A. gambiae* genome was similar for all crosses (mean 87.0%, s.d. 1.1%).

### (b) Between pools gene expression comparison

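The comparison of reciprocal crosses was repeated on the part of each transcriptome that lies on SNPs listed in all 6 crosses, since the files hold reads at SNPs only. The paper aligned all reads with kallisto and tested genes with DESeq2. There were 9909 shared SNPs in 2489 genes, and between 228354 reads (K2) and 1375426 reads (K4) of both alleles together were counted on them. Of these genes, 2049 passed edgeR's filterByExpr and were tested by its quasi-likelihood test with TMM normalization, with 3 crosses of Kisumu mothers against 3 of Nagongera mothers. K4 and K6 count as 2 of the 3, although the paper proposes that they are progeny of the same cross. None of the 11 genes named in Figure 2a was among them. In edgeR, 0 genes reached an adjusted p of 0.001 and 0 reached 0.05, while 76 had an unadjusted p under 0.05. DESeq2 gave 0 genes at 0.001 and 4 at 0.05, with 93 at an unadjusted p under 0.05. These 4 genes, named after their values were seen, were AGAP004771, AGAP004964, AGAP004502 and AGAP001610. AGAP004771, on 2L, had 14, 66 and 30 reads in B1, B3 and B5 and 0, 0 and 2 reads in K2, K6 and K4, with an adjusted p of 0.161 in edgeR and 0.00145 in DESeq2. AGAP001610, on 2R, had 177 ± 58.0 CPM (SD, n = 3 crosses) in progeny of Kisumu mothers and 45.1 ± 20.6 (SD, n = 3) in progeny of Nagongera mothers, a log2 fold change of 1.93 (standard error 0.42, adjusted p = 0.604 from edgeR). In simulated counts of the same depth, this edgeR test found 50 of 200 genes (25.0%) with a log2 fold change of 2 at an adjusted p of 0.001, and made 0 false calls. Leaving out each cross in turn gave 0 genes at 0.001 in edgeR every time, with between 35 genes (without K4) and 200 genes (without B3) at an unadjusted p under 0.05. From the small number of genes in its own comparison, the paper states that expression was similar in the progeny of reciprocal crosses.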

Comparison between reciprocal crosses revealed similar gene expression in the F1 progeny, with just nine genes significantly downregulated and 12 genes significantly upregulated in the F1 progeny of Kisumu mothers compared with F1 progeny of Nagongera mothers at *p*_adj_ ≤ 0.001 (figure 2*a*). When comparing only F1 crosses in PCA, B1 seemed to be an outlier in terms of expression (electronic supplementary material, figure S1a). However, when compared with other colonies of *A. gambiae* s.l., the F1 progeny formed a distinct group (electronic supplementary material, figure S1b).

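Expression at the shared SNPs placed B1 apart from the other crosses in the same way. On the first principal component of the log CPM of 2049 genes, which held 64.1% of the variance, B1 lay at -49.4 and the other 5 crosses between 6.21 and 14.1. The mean Spearman correlation of B1 with the other crosses, taken across genes, was 0.853, against 0.924 for K2 and between 0.935 and 0.947 for B3, B5, K4 and K6. Genes are not independent replicates, so no p is given for these correlations. The TMM factor of B1 was 0.788, and those of the other crosses lay between 0.977 (K2) and 1.08 (B3). The 10 genes with the most reads held 36.0% of the reads at shared SNPs in B1 and between 23.2% (B3) and 28.4% (K2) in the others. Without B1, 0 genes differed between reciprocal crosses at an adjusted p of 0.001 and 1 gene at 0.05 in edgeR, with 147 genes at an unadjusted p under 0.05.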

**Figure 2.**
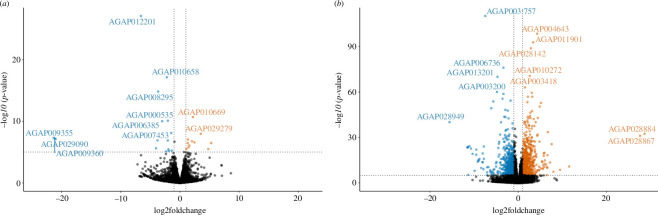
Reciprocal crosses show similar overall gene expression. (*a*) Volcano plot of log_2_ fold change against −log_10_ *p*-value comparing gene expression in the F1 progeny of reciprocal crosses between Kisumu and Nagongera strains. Blue points: genes downregulated in progeny of Kisumu mothers; orange points: genes upregulated in progeny of Kisumu mothers. (*b*) Volcano plot of log_2_ fold change against −log_10_ *p*-value comparing gene expression between F1 progeny of Nagongera and Kisumu with the Kisumu parental strain. Blue points: genes downregulated in the Kisumu compared with cross progeny; orange points: genes upregulated in Kisumu compared with cross progeny.

F1 gene expression differed from the Kisumu (parental) colony, with a total of 1362 genes upregulated and 1265 genes downregulated in the F1 compared to the Kisumu colony (*p*-adj ≤ 0.001) (figure 2*b*). Differential isoform expression results are available at Dryad [61]. RNAseq data were unavailable for the Nagongera colony, which no longer exists. Gene set enrichment analysis of the differentially expressed genes indicated that genes with Gene Ontology (GO) terms associated with odorant binding, olfactory receptor activity, sensory perception of smell, response to stimulus, detection of chemical stimulus involved in sensory perception of smell, structural constituent of cuticle and signal transduction were downregulated in the F1 compared with Kisumu, whereas those with GO terms associated with translation, ribosome, mitochondrion, structural component of ribosome and serine type endopeptidase activity were upregulated in the F1 compared with Kisumu (all at *p*-adjusted 0.05). KEGG pathway analysis showed significant upregulation of ribosome, citrate cycle (TCA cycle) and oxidative phosphorylation in the F1 compared with Kisumu, and no KEGG pathway significantly downregulated.

### (c) ASE inference

Detection of ASE relies on sufficient SNPs differing between the parents [60]. Despite being inbred, neither the Kisumu nor the Nagongera parental strain was isogenic, consistent with previous observations of retained heterozygosity in inbred *A. gambiae* strains [62]. Nucleotide diversity and heterozygosity were lowest in the Kisumu colony and higher in the Nagongera colony although slightly reduced compared with wild mosquitoes caught in the same geographic area (electronic supplementary material, table S4). 

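The files list 109738 exonic SNPs for B1, 72032 for B3, 122479 for B5, 99648 for K2 and 124751 for K4, and the same 124751 for K6. They lie in 9582 genes in B1, 7727 in B3, 9962 in B5, 9389 in K2 and 10338 in K4. On the X chromosome, 10532 SNPs are listed for B5, 15530 for K2 and 15236 for K4, and none for B1 and B3. Fewer SNPs had enough reads to be used, and 26122 of the SNPs of B1 and 18054 of those of K2 had none. At least 10 reads were counted at 45571 SNPs in B1, 52695 in B3, 85386 in B5, 35003 in K2, 93770 in K4 and 88659 in K6. The median number of such SNPs per gene was 4 in K2, 5 in B1 and B3, 6 in B5, and 7 in K4 and K6. The median SNP had 20 reads in K2, 33 in B1, 44 in B5 and K6, 47 in B3 and 57 in K4. Of the 39998 SNPs listed for both B5 and K4, 95.5% had the allele of one colony in the mother of B5 and in the father of K4, and 4.26% had it in both mothers.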

The number of SNPs differing between maternal and paternal genomes varied (table 2) and since the available SNPs considering each cross separately was far in excess of the consensus differences between the colonieswe used the SNP sets from each cross for further analysis. 

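At each SNP, ASE was measured as the share of reads with the maternal allele in B5, K2, K4 and K6 and with the reference allele in B1 and B3. The mean share was 50.1% ± 13.1 (SD over SNPs) in B5, 50.2% ± 14.2 in K2, 50.4% ± 12.6 in K4, 49.5% ± 12.4 in K6, 50.5% ± 14.9 in B1 and 50.4% ± 13.5 in B3. At SNPs with at least 100 reads, as plotted in Figure 3, the mean share was 50.2% ± 9.00 in B5, 50.5% ± 9.03 in K2, 50.4% ± 8.97 in K4 and 49.3% ± 8.50 in K6. In B1 it was 51.0% ± 11.3 and in B3 50.6% ± 10.8 at that minimum, and the mean of B1 moved most between the 2 minimums. The maternal share was above 70% at 5.43% of the SNPs of B5, 6.83% of those of K2, 5.15% of those of K4 and 4.54% of those of K6. It was under 30% at 5.10% of the SNPs of B5, 6.34% of those of K2, 4.43% of those of K4 and 4.58% of those of K6. Reads of a single allele, with the other under 2% of the reads, were found at between 0.703% of the SNPs (K6) and 1.54% (B1).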

SNP level ASE was inferred for each cross (figure 3; electronic supplementary material, figure S2). 

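Gene level ASE was tested with a method written to follow the paper's use of MBASED. In each gene, the allele with more reads at each SNP was combined into the major allele, the shares were transformed by the Freeman-Tukey method and SNPs were weighted by the inverse of their variance. The p-value was the share of simulations, up to 1000000, in which beta-binomial counts with mean 0.5, the paper's overdispersion of 0.038 and the observed totals gave a major allele as large. A gene with an adjusted p of at most 0.05 (Benjamini-Hochberg, within the cross) was called as showing ASE. All 6 crosses were pseudo-phased in this way, because phase is not known for B1 and B3. The use of the known phase in B5, K2, K4 and K6 was an alternative. The paper ran both modes where phase was known. In counts simulated at the depths of K2 and of B5, 200 genes had an allele share of 0.8. The pseudo-phased test found 60.0% of these genes in K2 and 80.0% in B5, with 6 and 4 false calls. Each SNP was drawn independently from the distribution that the test assumes. These numbers of false calls therefore leave out the effect of reads that cover several SNPs.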

For the four crosses where the parent was known, per gene ASE was calculated as reads mapping to the maternal genome/total reads mapped at that gene. In addition, the MAF at each gene was calculated for all crosses. Read count data were fitted to binomial and beta-binomial models. 

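A beta-binomial and a binomial model, both with a mean of 0.5, were fitted to the counts of SNPs with at least 10 reads in each cross. The likelihood ratio statistic was lowest in K2, at 43519 over 35003 SNPs, and was 693286 over 52695 SNPs in B3. The statistic of B3 includes AGAP005095, where 448023 reads had 96.1% of the reference allele, and the models were not fitted without this gene. In B1 it was 316672, in B5 207707, in K4 338234 and in K6 170163. In every cross the p-value was smaller than the smallest number that could be stored. The overdispersion by maximum likelihood was 0.0633 in B1, 0.0568 in B3, 0.0376 in B5, 0.0317 in K2, 0.0385 in K4 and 0.0307 in K6. Without SNPs that had reads of a single allele, it was 0.0409 in B1, 0.0347 in B3, 0.0285 in B5, 0.0241 in K2, 0.0289 in K4 and 0.0232 in K6. With at least 20 reads per SNP it lay between 0.0300 (K6) and 0.0632 (B1).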

ANOVA indicated that the beta-binomial model was a better fit to the data (*p* < 2.2e−16). Per gene ASE statistics for all crosses are shown in table 3. 

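With pseudo-phased SNPs, 341 of 6493 genes showed ASE in B1, 336 of 6071 in B3, 429 of 7537 in B5, 140 of 5185 in K2, 528 of 8166 in K4 and 364 of 7852 in K6. With the known phase, the numbers were 828 genes in B5, 253 in K2, 983 in K4 and 753 in K6. A binomial null without overdispersion moved the counts most in B1, B3, B5 and K4 and gave between 692 genes (K2) and 3272 genes (K4). As a ratio to the pseudo-phased count, using only the SNP with the most reads moved them most in K2, to 26 genes, and in K6, to 51. By number of genes, the binomial null moved them most in these crosses too, to 692 and 2494.

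**Figure D1:**
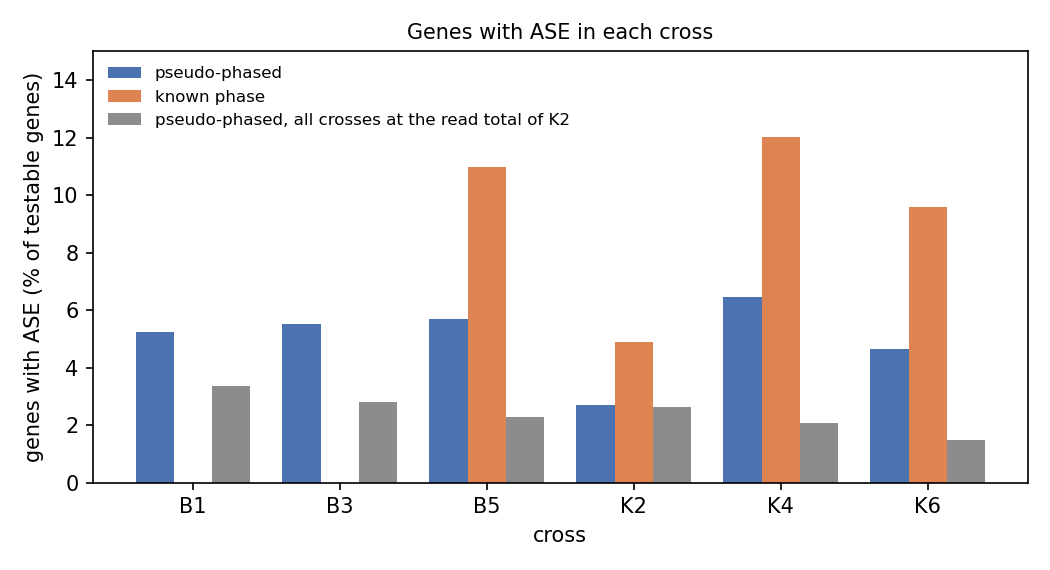
Percent of testable genes with ASE (vertical axis) in each cross, with 1 pool per cross. Bars show the pseudo-phased test, the test with the known phase (crosses of known parents only) and the pseudo-phased test with all crosses thinned to the reads of K2; in K4 they stand at 6.47%, 12.0% and 2.08%.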

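The share of testable genes with ASE rose with depth within the shallowest cross. In K2, ASE was found in 0.848% of the 1297 genes with the fewest reads (10 to 34) and in 4.78% of the 1296 genes with the most (266 or more). In B1 it was found in 3.33% of the 1624 genes with the fewest reads and 7.21% of the 1623 genes with the most. In K4, the deepest cross, the shares were 6.81% and 6.17% of 2042 genes each. When the reads of every cross were thinned at random to the total of K2, 181 genes showed ASE in B1, 136 in B3, 126 in B5, 136 in K2, 122 in K4 and 85 in K6. At that total the share of testable genes with ASE was 3.37% in B1, 2.80% in B3, 2.62% in K2, 2.29% in B5 and 1.49% in K6. Only the total of reads was matched. The genes still testable ranged from 4856 in B3 to 5854 in K4, so reads per gene need not be equal.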

Due to variations in parental genome and sequencing depth the power to detect ASE varies between crosses, so it is not possible to infer whether the proportion of genes with ASE is different between the crosses. Crosses B5, K2 and K4 showed similar numbers of SNPs (figure 3; electronic supplementary material, figure S2) and genes with maternal or paternal ASE but cross K6 showed extreme paternal ASE. This could either be due to K6 showing a very different pattern of ASE to the other crosses, or a sampling error occurred so that the RNA sequenced samples were not from the same cross as the parents and siblings. 

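At SNPs with at least 10 reads, the maternal allele had more reads at 40404 SNPs of B5 and the paternal allele at 40811, while with at least 100 reads these numbers were 9360 and 9126. With at least 10 reads, they were 16386 and 15891 in K2, and 46487 and 43320 in K4. Among genes with ASE by the known phase, the maternal allele was higher in 422 genes and the paternal in 406 in B5. It was higher in 149 genes and lower in 104 in K2, and higher in 535 and lower in 448 in K4. Counts of K6 at the SNPs of its initially assumed parents were not analysed here.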

We therefore checked the effect of using SNPs from the wrong parents to infer ASE. Using SNPs from non-matching parents resulted in inflated ASE estimates (electronic supplementary materials, table S4 and figure S3). Using SNPs from the parents of cross K4 to infer allelic counts for cross K6 shifted mean imbalance back to 0.5 (figure 3; electronic supplementary materials, figure S2 and table S5). Furthermore, when SNPs called from the RNAseq data were compared, the progeny of cross K4 and K6 were extremely genetically similar and clustered closely in PCA for all chromosomal arms (electronic supplementary material, figure S4), suggesting they may have hatched from two egg batches from the same cross. 

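At the SNPs of the parents of K4, both alleles had at least 2% of the reads at 99.3% of the 88659 SNPs of K6 with at least 10 reads, and at 99.2% of the 93770 SNPs of K4. The median maternal share was 49.8% in K6 and 50.0% in K4, and the maternal share lay between 30% and 70% at 90.9% of the SNPs of K6 and 90.4% of those of K4. The paternal allele had more reads at 44441 SNPs of K6 and the maternal allele at 39778. Among the genes of K6 with ASE by the known phase, the maternal allele was higher in 347 and the paternal in 406. On 2L from 20 Mb to the end of the arm, the median maternal share over SNPs with at least 100 reads was 47.4% in K6 and 50.7% in K4.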

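The genotypes called from the RNAseq data were not analysed here, but the allele shares of K4 and K6 were compared at 19448 SNPs with at least 100 reads in both. Across SNPs, which are not independent replicates, Pearson's r was 0.746 and Spearman's rho 0.550, and the median absolute difference was 3.69 percentage points. For the other 14 pairs of crosses, r was 0.817 between B1 and B3 (3270 SNPs, shares of the reference allele) and between 0.503 and 0.670 in the rest. With at least 20 reads per SNP, r between K4 and K6 was 0.564, the alternative that moved it most. Of 450 genes with ASE by the known phase in both K4 and K6, 445 (98.9%, exact 95% confidence interval 97.4 to 99.6) had the higher allele from the same colony. In the other 5 pairs of crosses with known parents, this share lay between 72.7% (B5 and K4) and 85.3% (K2 and K4). The comparison is not like for like. K4 and K6 were counted at the same 124751 SNPs, while B5 and K4 share 39998 listed SNPs, and K2 and K4 share 35920. An error at a SNP would give K4 and K6 the same direction. From the genetic similarity of K4 and K6, the paper proposes that they hatched from egg batches of the same cross.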

Gene level ASE for cross K6 was therefore inferred using SNPs from K4 parents.

**Figure 3.**
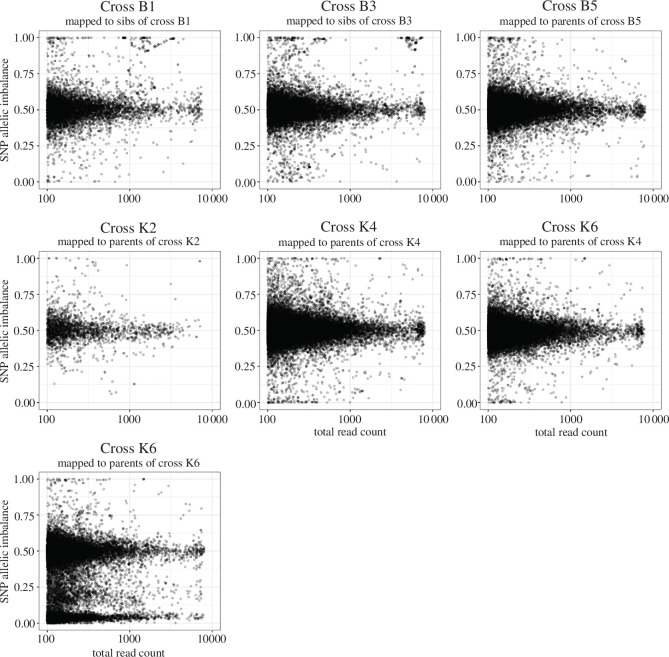
ASE in progeny of crosses between strains. Plots of total read count against ASE at each SNP for SNPs with at least 100 reads. Cross and source of SNPs used to count reads are indicated at the top of each plot. For crosses B5, K2 and K6 the SNP ASE indicates maternal reads/total reads at SNP, and for crosses B1 and B3 SNP ASE indicates reference reads/total reads at SNP. Cross K6 is shown with ASE inferred using SNPs from both the parents of cross K4 and for the initially assumed parents of cross K6.

**Table 3.** Number of genes showing ASE in each cross.

Cross	Genes showing ASE (FDR 5%)	Total genes with SNP(s) and sufficient counts to detect ASE
B1	327	6486
B3	324	6065
B5	823	7537
K2	255	5185
K4	979	8166
K6	757	7852
All (intersection)	13	2934

Numbers are exonic SNPs that are homozygous in the parents of each cross but differing between the parents.

Genes showing ASE showed some overlap between the different crosses (figure 4). At the most conservative estimate, 13 genes showed ASE in all crosses. This exceeds the overlap expected by random genes showing ASE, as in 100 000 simulations of randomly drawing the observed number of significant genes from the set of genes where SNPs were available to detect ASE in all crosses, the maximum overlap was 1. 

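With pseudo-phased SNPs, 2935 genes were testable in all 6 crosses and 16 of them showed ASE in all 6. Known phase gave 14 genes. The count was 108 with a binomial null, and it was 0 with only the SNP with the most reads in each gene, where 13 genes showed ASE in at least 4 crosses, 12 of them shared with the pseudo-phased test of all SNPs. Without K2, the shallowest cross, 27 genes showed ASE in all of the other 5. The 5 genes with the largest mean share of the major allele all lie between 36 and 39 Mb of 3L in AgamP4. AGAP012130, with SNPs from 37941697 to 37958952, had a major allele share between 94.7% (B5, 581 reads) and 99.3% (B1, 179 reads), and the Nagongera allele had 89.8% (95% confidence interval 87.1 to 92.0) of the reads in B5 and 96.9% (92.2 to 98.8) in K2. AGAP028542, from 36922662 to 36923381, had the Nagongera allele in 944 of 945 reads in B5, 1228 of 1233 in K4 and 715 of 716 in K6, and in 68 of 86 reads (79.1%, 69.3 to 86.3) in K2. AGAP029597, from 37916620 to 37928785, had the Nagongera allele in 1957 of 2040 reads in B5, in 86.2% (75.7 to 92.5) in K2, in 97.4% (96.8 to 97.9) in K4 and in 96.8% (96.0 to 97.5) in K6. AGAP012189, from 38539275 to 38542822, had between 80.4% (K2, 342 reads) and 90.8% (K4, 709 reads) Nagongera reads. AGAP012148, from 38069858 to 38083300, had between 70.9% (B5, 2160 reads) and 84.8% (K4, 5463 reads). Without SNPs that had reads of a single allele, AGAP028542 showed ASE in 2 crosses and AGAP012130 in 3. In that setting AGAP012148 showed it in 5 crosses, and AGAP012189 and AGAP029597 in all 6. Of these 5 genes, the simulations gave an adjusted p of at most 8.94e-05 in every cross for AGAP012130, AGAP012189 and AGAP012148, and the highest adjusted p of AGAP028542 and AGAP029597 was 0.0039 and 0.00428, both in K2. The other 11 genes were AGAP001190, AGAP001971, AGAP003474, AGAP003475, AGAP004109, AGAP004110, AGAP007293, AGAP010814, AGAP012154, AGAP012217 and AGAP013188, with mean major allele shares between 75.4% and 87.8%. By the known phase, AGAP001971 showed ASE in 4 crosses, AGAP003475 in 2, AGAP007293 in 3 and AGAP013188 in 5.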

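In 100000 random draws of the observed number of genes with ASE per cross from the 2935 genes testable in all crosses, the largest overlap of all 6 crosses was 1 gene and the mean overlap was 3e-05. The observed overlap exceeded every draw (permutation p = 1e-05, the smallest that these draws can give). The largest random overlap was also 1 gene with the known phase. These draws treat K4 and K6 as independent, although the paper proposes that they are progeny of the same cross. From this excess, the paper concludes that the overlap is larger than that of random genes.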

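Of 1222 genes with ASE in any cross, 680 (55.6%) showed it in 1 cross, 309 in 2 crosses and 138 in 3 crosses. The largest groups were 176 genes with ASE in B5 alone, 153 in K4 alone, 131 in B1 alone and 106 in B3 alone. The largest group shared between crosses was of 99 genes with ASE in both K4 and K6 and in no other cross, and 42 genes showed it in B1 and B3 alone. With the known phase, 1308 of 2160 genes with ASE showed it in 1 cross. Testability limits these numbers, since 2935 genes could be tested in every cross.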

Most genes showing ASE were unique to individual crosses (figure 4), but many genes showed ASE in combinations of multiple crosses that may also be under consistent differential *cis*-regulation between Tororo and Nagongera colonies. 

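Whether the allele of 1 colony was higher in every cross was tested in the 4 crosses of known parents. The log2 ratio of Nagongera to Kisumu reads (each with 1 added) was tested against 0 by limma in 3666 genes with at least 20 phased reads in each of the 4 crosses. At an adjusted p of 0.05, 31 genes were called, 21 with the Nagongera allele higher and 10 with the Kisumu allele higher. All 31 had the same direction in the 4 crosses. They were called from these same 4 crosses, so the shared direction largely follows from the selection. With a minimum of 100 reads, 33 genes were called, 16 with the Nagongera and 17 with the Kisumu allele higher, and 17 of the 33 were shared with the 31. The count depended on single crosses, and limma called 5 genes without B5, 0 without K4 (381 genes at an unadjusted p under 0.05) and 1 without K6 (408 genes at an unadjusted p under 0.05). Without K2 it called 25 genes, of which 12 were among the 31. K4 and K6 may not be independent, as the paper proposes that they are progeny of the same cross. AGAP028542 on 3L had the largest mean log2 ratio of all tested genes, at 6.73 (standard error 1.21), but was not called (adjusted p = 0.104 from limma). Among the called genes, the largest was that of AGAP001002 on X, at -5.25 (standard error 0.28, adjusted p = 0.0105 from limma), with 0 Nagongera reads of 59 in B5, of 20 in K2 and of 56 in K6. AGAP029597 on 3L had a mean of 4.29 (standard error 0.46, adjusted p = 0.0392 from limma) and AGAP012130 on 3L of 3.91 (0.25, adjusted p = 0.0105). AGAP012395 on 3L had a mean of -3.88 (standard error 0.45, adjusted p = 0.0425 from limma) with 31 reads in K2. AGAP013359 on 2R had a mean of 3.78 (standard error 0.32, adjusted p = 0.0164 from limma), but at 2 SNPs the Nagongera allele had 48.7% of the reads in B1 and 50.5% in B3, which did not enter the test. Among genes with ASE by the known phase in both B5 and K4, the higher allele came from the same colony in 178 of 245.

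**Figure D2:**
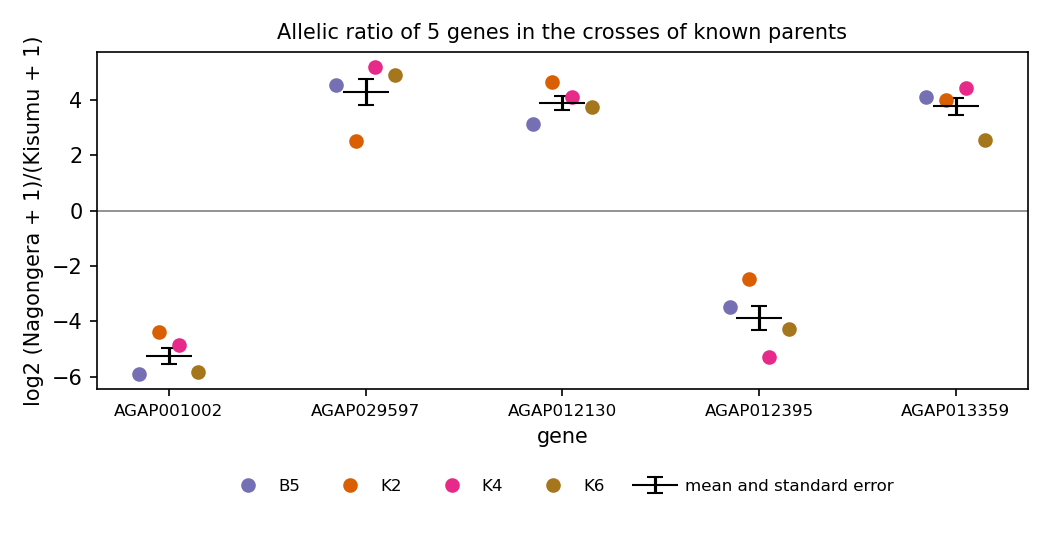
Log2 ratio of Nagongera to Kisumu reads, each with 1 added (vertical axis), of the 5 genes with the largest mean among the 31 called. Points are the 4 crosses of known parents, and bars are the mean and its standard error from limma. Genes were chosen to have all 4 points on the same side of 0.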

Maternal or paternal ASE bias was inferred for crosses B5, K2, K4 and K6 (electronic supplementary material, tables S6 and S7). Table S6 shows the 115 genes with significant ASE in at least 4 out of the 6 crosses. 

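With pseudo-phased SNPs, 95 genes showed ASE in at least 4 crosses, and with the known phase 117, of which 76 were shared. When the calls of each cross were permuted over its testable genes, the mean number was 0.333 and the largest in 20000 permutations was 4 (p = 5e-05, the smallest that these permutations can give). The mean was 1.89 and the largest number 10 when phase was used. These permutations take K4 and K6 as independent crosses, and the count of at least 4 crosses takes them as 2, although the paper proposes that they are progeny of the same cross. Of the 95 genes, 37 lie on 3L, 30 on 2R, 17 on 3R, 10 on 2L and 1 on X. A binomial null moved the count most, to 926. At least 4 of the other 5 crosses showed ASE in 61 genes without B1, 50 without B3, 46 without B5, 35 without K4, 44 without K6 and 74 without K2. In 96 of the 117 genes found with the known phase, the alleles of the same colony were higher in each called cross of known parents, and in 21 the direction differed between crosses.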

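Heterogeneity of ASE along a gene was tested with Cochran's Q over the SNPs of a pseudo-phased gene, with p-values from beta-binomial simulations around the share of the gene. It was found in at least 1 cross for 60 of the 95 genes (63.2%) with ASE in at least 4 crosses. With the known phase it was found for 58 of 117 genes, and with at least 20 reads per SNP for 48 of 72. Without SNPs that had reads of a single allele, it was found for 20 of 59 genes, and with SNPs at least 100 bp apart for 32 of 58. The paper proposes isoform-specific ASE for such genes.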

Significant *p*_het_ was observed in at least one cross for 62 of these, suggesting possible isoform-specific ASE.

**Figure 4.**
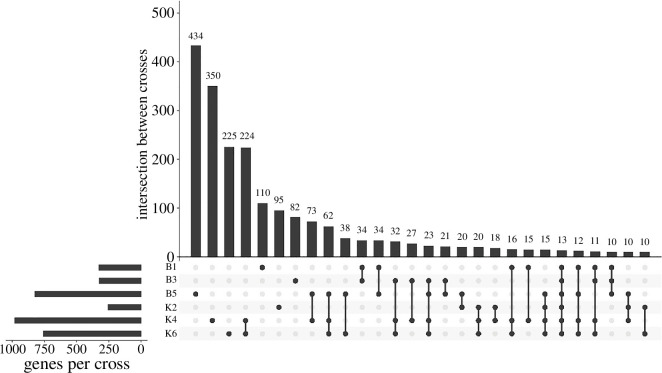
Intersection of genes showing ASE between crosses. UpSet plot with the number of genes showing ASE for each cross and the intersection of these genes between crosses. Only the first 28 sets of overlaps are shown.

Analysis of gene ages that showed or did not show ASE revealed an enrichment of younger, *Anopheles* specific genes showing significant ASE (figure 5; electronic supplementary material, table S8). The same trend was seen in all crosses.

**Figure 5.**
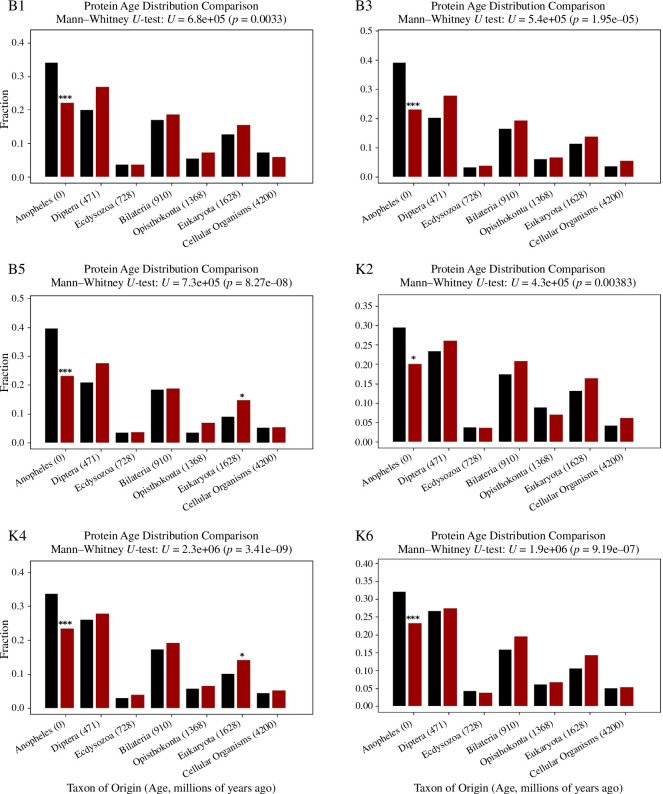
Ages of genes showing ASE or not showing ASE. Bar plots comparing the age of genes showing ASE (black bars) and without ASE (red bars) in the progeny of six crosses between Nagongera and Kisumu strains, using the Wagner parsimony method. The cross name is indicated at the top left of each plot, Fisher’s exact test *p*-values for the difference in fraction of genes in each age between ASE/non-ASE genes are displayed above the bars. *0.001 < *p* < 0.05; ***p ≤ 0.001.

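The share of testable genes with ASE was highest on 3L in each of the 6 crosses, but with at least 20 reads per SNP it was highest on 2R in K2 (2.99%, against 2.61% on 3L). It was 8.06% ± 2.37 on 3L (mean ± SD, n = 6 crosses), 4.89% ± 1.05 on 2R, 4.86% ± 1.69 on 3R and 4.24% ± 1.01 on 2L. On X, where B1 and B3 have no SNPs, it was 1.84% ± 0.874 (n = 4 crosses), the lowest of the arms in B5, K2, K4 and K6. In K2, X was not the lowest with at least 20 reads per SNP (2.09%, against 1.41% on 3R), without SNPs that had reads of a single allele (0.905%, against 0.641% on 3R) or with the known phase (3.90%, against 3.83% on 2L). Known phase gave 9.45% on X in K4, against 2.87% pseudo-phased. On 3L the share was 7.89% in B1, 8.38% in B3, 9.98% in B5, 3.75% in K2, 10.5% in K4 and 7.92% in K6.

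**Figure D3:**
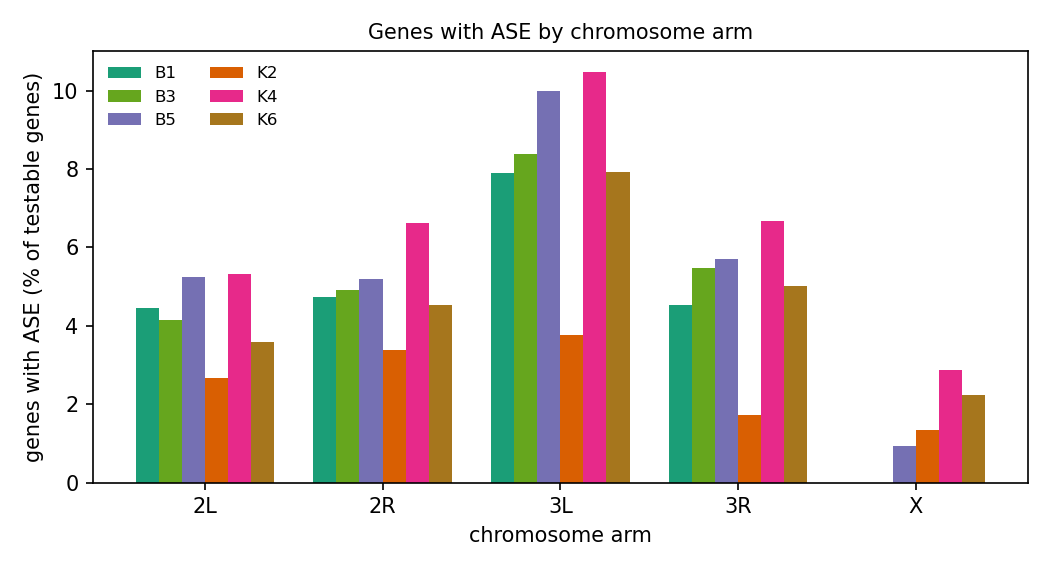
Percent of testable genes with pseudo-phased ASE (vertical axis) on each chromosome arm, with 1 bar per cross. The bars on 3L are the tallest in every cross, up to 10.5% in K4, and X has no bars for B1 and B3, whose SNPs are autosomal.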

Genes showing ASE showed an unequal distribution along chromosomal arms compared with genes not showing ASE (electronic supplementary materials, table S9 and figure S5). This trend was significant for all crosses except for K2. 

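The distribution of genes with ASE over arms was tested in each cross by the chi-square statistic with 100000 permutations of the calls over genes. The permutation p was 1e-05, the smallest that these permutations can give, in B3, B5, K4 and K6. It was 5e-05 in B1 and 0.0047 in K2. In K2 the p rose to 0.29 with at least 20 reads per SNP and to 0.15 with the known phase. It was 0.028 in K2 on the autosomes alone and 0.019 without SNPs that had reads of a single allele.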

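Over the 24 percentages of genes with ASE on the 4 autosomal arms of the 6 crosses, the arm accounted for 50.3% of the sum of squares (p = 0.00011 from 100000 permutations of arms within crosses). The cross accounted for 41.8% (p = 1e-05 from permutations of crosses within arms, the smallest that they can give). This test was chosen after the data were seen. With the known phase the shares were 19.8% for the arm (permutation p = 0.001) and 76.3% for the cross (permutation p = 1e-05). B1 and B3 stay pseudo-phased in that setting, so part of the share of the cross compares 2 kinds of test.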

ANOVA indicated both chromosome and cross explained the variance in the proportion of ASE/total detectable genes per chromosome arm (*p* < 0.05).

### (d) Copy number variation

True ASE is caused by *cis*-regulation, but CNV of the expressed gene could lead to apparent ASE if there are different numbers of gene copies containing the SNPs used to count reads; e.g. if two copies of a duplicated gene with total of three copies bear one SNP and the third the other SNP, apparent ASE would be inferred without differential *cis*-regulation. We therefore checked for CNV in the parental and F1 sibling genomes at the genes that showed ASE in at least 4 out of 6 crosses, and in the genes which contained sufficient SNPs to infer ASE but expression appeared to be in balance. The number of individuals with a possible CNV in each gene varied between the genes (table S6) . A total of 60/114 (53%) autosomal genes showing ASE contained possible CNV. For genes that did not show ASE, 481/1333 (36%) had possible CNV. A two-sided Fisher’s exact test rejected the hypothesis that the odds ratio is 1 (odds ratio 2.0, *p* = 0.0006) suggesting that for some genes CNV contributed to the observed ASE. For example*, ace1* (AGAP001356) is the target site of bendiocarb, and a CNV in this gene has previously been implicated in resistance to bendiocarb [63]. AC0398-C, the Nagongera father of crosses K4 and K6, had three copies of *ace1*, as did some of the F1 progeny of these crosses. However, *ace1* ASE also occurred independently of the CNV as it was also observed in the progeny of cross K2 for which neither parent had a CNV in *ace1*.

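The gene *ace1* (AGAP001356) has SNPs from 3483104 to 3497376 on 2R in AgamP4 and was testable in all 6 crosses. Pseudo-phased, it showed ASE in B1, B3, K4 and K6, with major allele shares of 83.5%, 70.2%, 79.6% and 76.9%. Its adjusted p was the smallest that the simulations gave in these crosses, at 4.42e-05 in B1 and 3.65e-05 in K4. In K2, the Nagongera allele had 65.1% of 424 reads over 19 SNPs (95% confidence interval 60.4 to 69.5), and the adjusted p was 1 pseudo-phased and 0.00145 with the known phase. It had 78.4% of 5938 reads (77.4 to 79.5) in K4, 72.9% of 3349 (71.4 to 74.4) in K6 and 51.8% of 705 (48.1 to 55.4) in B5, where the adjusted p was 0.747 with the known phase. The ratio of Nagongera to Kisumu reads was 3.64 in K4, 2.70 in K6, 1.86 in K2 and 1.07 in B5. With only the SNP with the most reads, *ace1* showed ASE in 0 crosses, and in 4 or 5 under each of the other alternatives. A test of 1 SNP has little power under this overdispersion, so that 0 does not argue against ASE of *ace1*. At the 1 SNP of AGAP008282, 76.2% of 2087 reads in K6 was not called (adjusted p = 0.0992 from the simulations). In K4, 82.1% of 2995 reads was called. From ASE in K2, whose parents had no CNV in *ace1*, the paper concludes that ASE of this gene also occurred independently of the CNV.

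**Figure D4:**
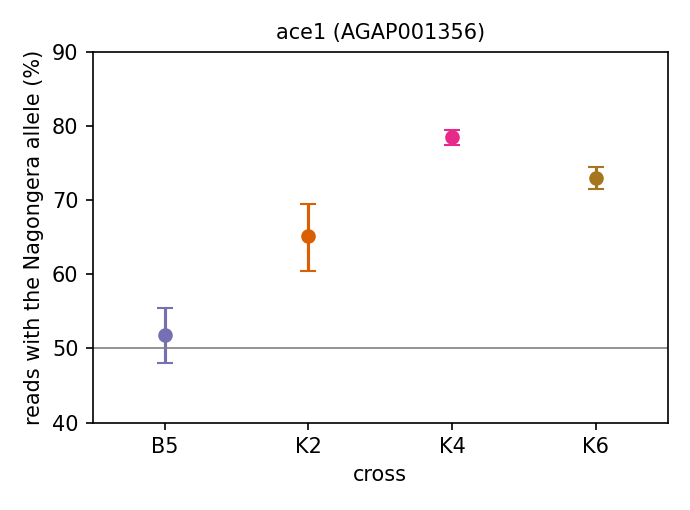
Share of reads with the Nagongera allele of ace1 (vertical axis, percent) in the crosses of known parents, with 1 pool per cross and Wilson 95% confidence intervals. The line marks 50%, which the interval of B5 includes and those of K2, K4 and K6 do not. The intervals hold no overdispersion, so an interval that leaves out 50% is not a test of ASE.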

### (e) Overlaps between ASE genes and other datasets

The list of 115 genes showing ASE in at least four crosses was compared with published gene expression data. All other available *Anopheles* expression data is based on between sample comparison and represents a mixture of *cis-* and *trans*-regulation, whereas ASE data is specific to *cis*-regulation and excludes any *trans*-regulation. Therefore even for extremely similar ASE and between sample comparison datasets only *cis*-regulated genes are expected to overlap.

Genes showing ASE in at least four crosses were compared with genes with consistently high median fold change in a meta-analysis of 35 experiments comparing RNAseq data between *A. gambiae* s.l. and *Anopheles funestus* strains [64], and with genes showing significant fold change with consistent directionality in microarrays comparing susceptible and resistant populations of *A. coluzzii* [65]. For the RNAseq metadata set, the genes with the top 5% of median fold changes between susceptible and resistant populations (429/8599 total genes in the dataset), six genes were also present in the ASE gene set. These were AGAP001251 (*Eupolytin*), AGAP008218 (*Cyp6Z2*), AGAP012296 (*Cyp9J5*), AGAP004534 (*cathepsin B precursor*), AGAP003583 (*L-iditol 2-dehydrogenase*) and AGAP008331 (*WD repeat-containing protein 59*). 

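Pseudo-phased, AGAP001251 showed ASE in 5 of 5 testable crosses, AGAP008218 in 4 of 5, AGAP008331 in 4 of 6, AGAP012296 in 3 of 4, AGAP003583 in 3 of 5 and AGAP004534 in 2 of 4. Known phase gave 4 crosses for AGAP003583 and 4 for AGAP004534. With at least 20 reads per SNP, the number of crosses was 2 for AGAP001251, 4 for AGAP008218, 3 for AGAP008331, 3 for AGAP012296, 1 for AGAP003583 and 0 for AGAP004534. AGAP001251 showed ASE in 0 crosses with at least 50 reads per SNP, with only the SNP with the most reads and when thinned to the reads of K2. In AGAP001251 the Kisumu allele was higher in B5, K4 and K6, where 22.9% (95% confidence interval 15.2 to 33.0), 16.4% (11.8 to 22.3) and 6.49% (2.81 to 14.3) of the reads had the Nagongera allele. AGAP008331 had the Nagongera allele in 133 of 133 reads in K4 and 65 of 65 in K6, each over 2 SNPs, in 69.7% of 271 reads in B5 (64.0 to 74.9) and in 3 of 13 reads in K2. It showed ASE in 0 crosses without SNPs that had reads of a single allele. AGAP004534 had the Nagongera allele in 83 of 95 reads in B5, 27 of 34 in K4 and 31 of 40 in K6. The colony with the higher allele differed between B5 and K4 in AGAP008218, with 2661 Nagongera reads of 2994 in B5 (88.9%) and 34.1% of 1224 in K4 (31.5 to 36.8). In K6, counted at the SNPs of K4, it had 53.3% of 598 (49.3 to 57.3), with an adjusted p of 0.729 by the known phase. It also differed in AGAP003583, with 26.5% of 147 reads in B5 (20.1 to 34.2) and 68.2% of 201 in K4 (61.4 to 74.2).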

There was no overlap between ASE and microarray data.

Gene set enrichment analysis did not reveal any consistent patterns across crosses for the enrichment of genes showing significant ASE in any GO term or Kegg pathway. Trypsin and Ubiquitin pfam domains were significantly enriched in four of the six crosses.

Of the gene families previously implicated in metabolic resistance, we observed four P450s with ASE in four of the six crosses: *Cyp12F3* (AGAP008019), *Cyp12F2* (AGAP008020), *Cyp6Z2* (AGAP008212) and *Cyp9J5* (AGAP012296). 

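*Cyp12F3* (AGAP008019, 3R) showed ASE in B3, B5, K4 and K6, with 79.8% Nagongera reads in B5 (94 reads, 95% confidence interval 70.6 to 86.7), 88.1% in K4 (59 reads, 77.5 to 94.1) and 91.1% in K6 (45 reads, 79.3 to 96.5). With at least 20 reads per SNP, it showed ASE in 0 crosses. *Cyp12F2* (AGAP008020, 3R) showed ASE in the same 4 crosses, with 87.2% of 1920 reads in B5 (85.7 to 88.7), 78.8% of 943 in K4 (76.1 to 81.3) and 72.7% of 893 in K6 (69.7 to 75.5), and 48.3% of 209 in K2 (41.6 to 55.1). It was not called in K2, nor in B1, where the major allele had 56.4% of 873 reads (adjusted p of 1). The paper gives *Cyp6Z2* under 2 identifiers, and AGAP008218 is reported with the genes of the meta-analysis. The other, AGAP008212, was testable in 6 crosses and showed ASE in B3, and with the known phase also in K4, where 36.8% of 375 reads had the Nagongera allele (32.1 to 41.8). *Cyp9J5* (AGAP012296, 3L) showed ASE in B1, B3 and B5, with major allele shares of 62.8%, 92.4% and 74.3%. This gene had 56 tested SNPs in B1 and 93 in B3, inferred from siblings, against 14 in B5 and 11 in K2. Whether all SNPs of B1 and B3 belong to *Cyp9J5* alone was not tested, which limits these 2 calls. In K2 its adjusted p was 0.0546 with the known phase, with 37.5% Nagongera reads of 283 (32.0 to 43.2), and in B5 27.9% of 1469 reads had the Nagongera allele (25.7 to 30.3).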

Cy6Z2 and Cyp9J5 are overexpressed in strains from Burkina Faso which exhibit varying degrees of resistance to organochlorine, carbamate and pyrethroid insecticides [45]. Alpha-crystallins are chaperone proteins which bind denaturing proteins preventing their aggregation [66] previously implicated in deltamethrin resistance and response to insecticide exposure [65]. Alpha-crystallins AGAP005548 and AGAP007159 showed ASE in four of the six crosses.

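AGAP005548, with SNPs from 16955266 to 16956039 on 2L, showed ASE in B5, K2, K4 and K6. With SNPs at least 100 bp apart it showed ASE in 1 cross, and likewise in 1 when thinned to the reads of K2. It showed ASE in 0 crosses with only the SNP with the most reads, and in 3 or 4 under the other alternatives. The Nagongera allele had 66.5% of 568 reads in B5 (95% confidence interval 62.6 to 70.3), 25.3% of 162 in K4 (19.2 to 32.5) and 16.4% of 152 in K6 (11.4 to 23.2). In K2 it had 0 of 45 reads, which allows a share of up to 7.87%. AGAP007159, with SNPs from 43601102 to 43601840 on 2L, showed ASE in B3, B5, K4 and K6, with 27.1% Nagongera reads of 118 in B5 (19.9 to 35.8), 83.3% of 540 in K4 (80.0 to 86.2) and 86.9% of 1202 in K6 (84.9 to 88.7). In both genes the colony with the higher allele differed between B5 and K4.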

The D7 protein family has previously been implicated in bendiocarb resistance in Uganda [25]. AGAP008282 (*D7r2*) showed significant ASE in two crosses (detectable in 4) and *D7r4* in none (detectable in 3). Other *D7r* genes, *D7r1* (AGAP008284), *D7r5* (AGAP008280) also showed significant ASE in two crosses, *D7L1*, *D7L2* and *D7r3* in one cross.

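The files list D7 genes by identifier only and the paper pairs 3 of them with a symbol. *D7r2* (AGAP008282) was testable in 4 crosses and showed ASE in B1 and K4, with major allele shares of 89.7% over 45 reads and 82.1% over 2995 reads. Its K4 value rests on 1 SNP, as do those of B5 and K6, where 61.6% of 1400 and 76.2% of 2087 reads had the Nagongera allele. *D7r1* (AGAP008284) was testable in 3 crosses and showed ASE in B5, with 76.1% Nagongera reads of 1545 (95% confidence interval 73.9 to 78.1), and its adjusted p was 0.125 in B1 and 0.0512 in K2 with the known phase. *D7r5* (AGAP008280) was testable in 4 crosses and showed ASE in K4, with 29.3% Nagongera reads of 167 (23.0 to 36.6), and with the known phase also in K2, with 30.2% of 172 (23.9 to 37.5). Of the neighbouring identifiers, AGAP008279 and AGAP008283 showed ASE in B1 alone. AGAP008278 showed it in 0 of 5 testable crosses pseudo-phased and in K4 with the known phase, and AGAP008281 in 0 of 3 testable crosses in either mode.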

We finally asked whether genes showing ASE were more likely to be in a genomic region that has undergone a recent selective sweep (see electronic supplementary materials). Out of 115 genes showing ASE in at least four of the six crosses, 13 were in a swept region, whereas 103 of the 1333 genes showing no evidence of ASE in any of the six crosses were in swept regions. A two-sided Fisher’s exact test did not reject the hypothesis that the odds ratio is 1 (odds ratio 1.5, *p* = 0.2), suggesting that genes showing ASE are no more likely to be in a swept region than genes that do not.

### (f) CRM prediction

*Drosophila* CRMs for adult midgut, adult Malpighian tubules, larval midgut and legs were used as training data from SCRMshawHD to predict *Anopheles* CRMs operating in the same tissues, together with previously developed training sets for the adult peripheral nervous system, embryonic and larval excretory system and embryonic/larval Malpighian tubules (https://github.com/HalfonLab/dmel_training_sets). These tissues were selected based on previous studies examining the tissue-specific expression of genes involved in insecticide resistance with roles including detoxification and cuticular resistance [67–72]. Training CRM sets used for the first time in this study are shown in electronic supplementary material, table S10 (full sequences at https://github.com/azurillandfriend/traning_sets_IR.git). Oenocyte (FBbt:00004995), cuticle (FBbt:00004970) and adult epidermis (FBbt:00005401) CRMs could not be used as training data due to insufficient experimentally validated CRMs, highlighting the need for more research to identify CRMs in these tissues. The top scoring 250 predictions for each training set and method were combined, producing a total of 4122 unique CRM predictions [61]. Sixty-two predicted CRMs were flanked by a gene showing ASE in at least four of the six crosses (electronic supplementary material, table S11).

In total, CRMs were predicted for 33 of the 115 genes showing ASE in at least four of the six crosses. A total of 211 predicted CRMs were flanked by a gene showing consistently high median fold change between resistant and susceptible strains (electronic supplementary material, table S12). CRMs were predicted for a total of 141 of the 429 genes in this set. Predicted CRMs were also compared with a published dataset of Tn5 transposase sensitive sites in the adult midgut [59,73]. Fifty predicted CRMs overlapped with Tn5 transposase sensitive sites identified as *cis*-regulatory elements by Ruiz *et al.* [59], flanking a total of 48 genes. The majority of these CRMs were previously predicted by Kazemian *et al.* [74] despite the different training sets.

We hypothesized that CRMs responsible for ASE in F1 hybrids between Kisumu and Nagongera contain SNPs that differ between these colonies. We therefore located SNPs in the 62 predicted CRMs flanking genes showing ASE in at least 4 out of 6 crosses and which were homozygous in parents but different between the colonies. Such SNPs were found in 9 out of the 62 predicted CRMs (electronic supplementary material, table S13). It is possible that the CRMs contained other types of mutations such as insertions and deletions, and that only selecting SNPs which were present in all the parents filtered out some SNPs which could underlie ASE. Indeed there were a large number of other segregating SNPs in 38 of the CRMs [61]. The limited training CRMs for some insecticide resistant relevant tissues and lack of empirical data on *A. gambiae* CRMs operating outside of the midgut and salivary glands mean that there are likely many undiscovered CRMs regulating the genes showing ASE.

The CRMs identified in these predictions provide a starting point for future studies to examine genetic variation in *Anopheles* populations with different insecticide resistance phenotypes. Future research can now evaluate the contribution of genetic variants in CRMs to *cis-*regulation of gene expression using expression quantitative trait loci, targeted association studies and CRM reporter assays.

## 4. Conclusions

The study of ASE in *Anopheles gambiae* provides the first evidence that *cis*-regulation of gene expression occurs across the genome and differs between strains in this species.

Sample pooling, while a cost-effective solution for bulk RNAseq of small samples, limits the power of experiments targeting the study of ASE; in future, to maximize the power to detect ASE, individual samples should be used. RNAseq on whole mosquitoes may have masked tissue-specific ASE. The true number of genes showing ASE in individual tissues is likely higher than we observed on the whole mosquitoes analysed here, since pleiotropic effects may limit the potential for genes to upregulated or downregulated in all tissues simultaneously but permit the evolution of tissue-specific regulation [75]. Future studies should target specific tissues of interest. Despite these limitations, we were able to detect genes showing ASE in pooled RNA from whole mosquitoes in crosses between *Anopheles* strains with different carbamate resistance phenotypes, indicating different *cis*-regulation patterns between the strains. While we detected some genes previously implicated in insecticide resistance, there was no consistent enrichment of these or any particular GO term among genes showing ASE. This probably indicates that the strains have undergone extensive *cis*-regulatory divergence, affecting both genes involved in insecticide resistance but also genes involved in many other functions. Comparing ASE in progeny of crosses between multiple insecticide resistance and susceptible strains, together with examining gene expression in the parental strains, would enable a more comprehensive survey of the *cis*-regulation versus *trans*-regulation of insecticide resistance genes. The bias towards younger, *Anopheles* specific genes showing ASE in the F1 suggests there may be a higher degree of *cis*-regulatory divergence between the parental strains for younger genes.

It was possible to computationally predict some CRMs involved in tissue-specific expression, including potential CRM for genes showing ASE and genes previously implicated in insecticide resistance. This was hampered by the lack of good quality training data for the tissues thought to be most relevant to insecticide resistance in adult mosquitoes, highlighting the need for future experimental CRM discovery.

## Data Availability

RNAseq data for all crosses and read counts per SNP are available at Gene Expression Omnibus accession GSE241768 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241768). Potential fathers sequencing data are available at European nucleotide archive (accession numbers in electronic supplementary material, table S14). Sequencing data from siblings from crosses B1 and B3 are at European nucleotide archive (accession numbers in electronic supplementary material, table S15). All other nucleotide sequences used are already publicly available in the Phase 3 release of the Anopheles gambiae 1000 genomes project, at accession PRJEB42254 (https://www.ebi.ac.uk/ena/browser/view/PRJEB42254). Individual accessions for the parents and F1 male sibs in crosses B5, K2, K4 and K6 are in electronic supplementary material, table S16. All the predicted CRMs, segregating sites in predicted CRMs flanking genes showing ASE and analysed ASE results for all crosses and genes are available at Dryad [61]. Supplementary material is available online [76].

How the deposited data were processed for this re-analysis (not part of the article)

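RNA-seq reads were counted by allele in 6 libraries, each a pool of 10 F1 females of 1 cross. Crosses B1, B3 and B5 had Nagongera mothers, and crosses K2, K4 and K6 had Kisumu mothers. The values are raw counts of reads of each allele at each SNP, which the authors made with ASEReadCounter* on the AgamP4 PEST genome before deposition. The aligner behind these counts and its version are not given in the sources used here. No normalization had been applied, and SNPs with 0 reads are kept. In B5, K2, K4 and K6 the counts are of the maternal and the paternal allele, and in B1 and B3 of the reference and the other allele. The SNPs of K6 are those of K4.

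Summed over SNPs, so that a read over several SNPs is counted at each, the number of reads assigned to alleles was between 2115283 (K2) and 14727062 (K4). SNPs with at least 10 reads were used, which left between 5185 genes (K2) and 8166 genes (K4) testable. With 1 library per cross there is no spread between replicates within a cross, so intervals on shares of reads are Wilson 95% intervals. They use reads summed over SNPs and are narrower than the counting error of distinct reads. Intervals on shares of genes are exact 95% intervals.

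Gene level ASE was tested with a Python program that follows the MBASED method, with Freeman-Tukey transformed shares, an overdispersion of 0.038 as in the paper and pseudo-phased SNPs. Simulations began at 2000 per gene and went on to 100000 and 1000000 where the p-value was small. P-values were adjusted by the Benjamini-Hochberg method within each cross, at 5%. Heterogeneity within a gene was tested with up to 20000 simulations. A gene counted as having ASE in at least 4 crosses if it was called in at least 4 of 6. The overlap of all crosses was compared with 100000 random draws and the overlap of at least 4 crosses with 20000. Arms were tested with 100000 permutations.

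The ratio of Nagongera to Kisumu reads was tested with limma 3.58.1 over the 4 crosses of known parents, in genes with at least 20 reads in each, with 1 added to each count. Reads at SNPs listed in all 6 crosses were summed by gene and tested between reciprocal crosses with edgeR 4.0.16 and, as an alternative, DESeq2 1.42.0, in R 4.3.3. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9. The gene level ASE test (at the depth of K2 and of B5), the edgeR test and the limma test were tested on simulated data with 200 changed genes, and the other tests were not.

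Alternatives were minimums of 20 and 50 reads per SNP, the overdispersion of each cross, a binomial null, known phase, SNPs at least 100 bp apart, and only the SNP with the most reads. Others were leaving out SNPs with under 2% of reads on 1 allele, thinning all crosses to the reads of K2, Bonferroni adjustment, and leaving out each cross. For the limma test they were a pseudocount of 0.5 and minimums of 1 and 100 reads. For expression they were DESeq2, no filter on low counts and only the shared SNP with the most reads.

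Genes are named if the paper names them or if they showed ASE in all 6 crosses, with full statistics for the 5 with the largest mean share of the major allele. For the limma test, the 5 genes with the largest mean ratio among those called are named. Other genes are named only where the text says that they were chosen after their values were seen, or where a pattern was noticed in them. Gene names come from the paper, because 0 of 12317 gene identifiers matched the reference gene table used here. Expression over whole transcripts, parental genotypes, the colony consensus, copy number, selective sweeps, protein age and functional enrichment were not analysed here.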

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

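Of the tests in this part, that of the depth of B1 was set before its result was seen, and all others were chosen only after the result was seen.

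B1 lay far from the other 5 crosses in expression at SNPs shared by all crosses. Its mean Spearman correlation with the others was 0.8525, its first principal component -49.3788 and its TMM factor 0.7881. Each was past Dixon's critical value, which chance passes in about 1 in 20 groups of samples, with ratios of 0.758, 0.876 and 0.654. The 3 measures are not independent. Depth was tested by thinning every cross to the reads of K2, and B1 stayed apart (Dixon ratio 0.8292, past the critical value for 6 samples). A few genes with many reads would move few others, but 38.7% of the tested genes in B1 lay over 2-fold from the median of the other crosses, against 2.88% to 11.3% in the others. This test replaced another one of the same explanation after that one's result was seen, a Dixon ratio without the 10 genes with the most reads, which left B1 apart. SNPs inferred from siblings are shared with B3, whose mean correlation was 0.9394, among the crosses of known parents. These values argue against each of these as the whole cause. A difference between families, in handling or in age stays open and was not tested, since each cross is 1 library.

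In AGAP005095, on 2L, the reference allele had 96.3303% of 155326 reads in B1 and 96.1176% of 448023 reads in B3, a gene the paper does not discuss and that was chosen after its values were seen. These reads were 3.19% and 5.95% of those assigned to alleles in B1 and B3. A candidate explanation is a diverged copy of the gene, whose differences were taken for SNPs. B1 lists 88 SNPs in it, 82.6 per kb against a median of 4.81, which is the 99.8 percentile of 3668 genes. Crosses of known parents list 1 SNP each there, with between 46.1% and 54.8% maternal reads. The density is what this explanation needs, but the copy itself was not looked for. No biological explanation was tested.

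Between 36 and 39 Mb of 3L, 22 genes showed ASE in at least 4 crosses, out of 121 testable genes there and 95 such genes in all. The paper does not discuss this region, whose limits were chosen after its values were seen. Random placement gave a mean of 1.66 genes and at most 10 (permutation p = 1e-05, the smallest that 100000 draws can give). Draws among genes of similar SNP number gave a mean of 1.72 genes, so SNP number does not account for it. Without SNPs with reads of a single allele the region held 14 such genes, and with SNPs at least 100 bp apart, which limits reads that cover several SNPs, it held 16. Reads that favour the reference allele would make it the major allele at nearly all SNPs, but it was so at 64.9% of SNPs of these genes in B1 and 62.6% in B3. A partial preference for the reference allele is not excluded by this. Of 20 of these genes with reads in all 4 crosses of known parents, 12 had the Nagongera allele higher in all 4 and 3 the Kisumu allele. ASE was heterogeneous along the gene in 19 of the 22 genes, against 60 of all 95. A single difference in expression of the whole gene would not give this. Over all genes with ASE in at least 4 crosses, heterogeneity fell to 20 of 59 without single-allele SNPs and 32 of 58 with SNPs 100 bp apart. It was not counted for the region under these settings, so a single difference is not excluded. Differences between the colonies in cis-regulation stay open, untested. Reads shared between similar genes were not tested.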

How the results depend on the processing

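The alternatives were set before the data were examined, apart from the combinations of known phase with another choice, known phase for the arms and for heterogeneity, and all those of the arm and cross percentages, which were chosen only after the result was seen. The cause was not tested for any change below, except where a setting by its construction uses fewer reads, SNPs or crosses. Some rankings and directions did not hold. In B5 the paternal allele was higher at more SNPs with at least 10 reads (40811 against 40404) and the maternal allele with at least 100 reads (9360 against 9126). With a minimum of 100 reads, limma called 16 genes with the Nagongera and 17 with the Kisumu allele higher, against 21 and 10, and 17 of these 33 genes were shared. In K2 with 20 reads per SNP, 2R and not 3L had the largest share of genes with ASE (2.99% against 2.61%). X was not the lowest arm in K2 with 20 reads per SNP, without single-allele SNPs or with known phase. Thinned to the reads of K2, K4 went from rank 1 to rank 5 in the share of genes with ASE.

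The number of genes with ASE in a cross depended on most choices. In the order B1, B3, B5, K2, K4 and K6 it was 137, 162, 204, 33, 287 and 152 with 50 reads per SNP, and 171, 152, 214, 77, 264 and 181 with Bonferroni adjustment. It was 190, 210, 250, 68, 330 and 204 with SNPs 100 bp apart, 96, 99, 87, 26, 128 and 51 with only the deepest SNP, and 1685, 1827, 2574, 692, 3272 and 2494 with a binomial null. Thinned to the reads of K2 it was 181 in B1, 136 in B3, 126 in B5, 122 in K4 and 85 in K6. Known phase gave 828 in B5, 253 in K2, 983 in K4 and 753 in K6. The overdispersion of each cross gave 216 in B1 and 220 in B3. Without SNPs with reads of a single allele, B1 had 225 and K2 70. With 20 reads per SNP, K2 had 78. The other 14 combinations of cross and setting planned for these counts stayed within 1.5 times of the count as reported. Of the settings added later, known phase without single-allele SNPs gave 225 in B1, 719 in B5, 841 in K4 and 664 in K6, and known phase with SNPs 100 bp apart gave 190 in B1, 210 in B3, 72 in K2 and 229 in K6, and both stayed within 1.5 times in the other crosses.

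The 16 genes with ASE in all 6 crosses became 7 with 20 reads per SNP, 3 with 50 reads, 108 with a binomial null, 0 with only the deepest SNP, 6 without single-allele SNPs, 6 when thinned and 9 with Bonferroni adjustment. They became 6 with known phase and no single-allele SNPs, and 8 with known phase and SNPs 100 bp apart. Leaving out a cross gave 16 to 27, with 27 without K2. The 95 genes with ASE in at least 4 crosses became 31 with 50 reads per SNP, 926 with a binomial null, 58 with SNPs 100 bp apart, 13 with only the deepest SNP, 59 without single-allele SNPs, 27 when thinned, 44 with Bonferroni adjustment and 49 with known phase and SNPs 100 bp apart. Leaving out a cross gave 35 to 74, with 61 without B1, 50 without B3, 46 without B5, 35 without K4 and 44 without K6. Genes with heterogeneous ASE fell from 60 to 32 with SNPs 100 bp apart and to 20 without single-allele SNPs.

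For the strain test by limma, 31 genes became 5 without B5 (554 at an unadjusted p under 0.05), 0 without K4 (381 unadjusted) and 1 without K6 (408 unadjusted), a range of 0 to 25 over the crosses. The other 5 settings gave between 25 and 33 genes. The test of arms in K2 (permutation p = 0.0047) lost its support with 20 reads per SNP (0.29) and with known phase (0.15), while the other 20 combinations stayed past the threshold. Pearson's r of K4 and K6 was 0.564 with 20 reads per SNP. The mean share of B1 was 51.0% with 100 reads per SNP. The fitted overdispersion fell without single-allele SNPs from 0.0633 to 0.0409 in B1, from 0.0568 to 0.0347 in B3 and from 0.0385 to 0.0289 in K4, the last 2 to below the 0.038 of the gene test. The tests of the arm and of the cross percentages stayed past the threshold in 6 of 6 combinations of factor and setting. The settings were 20 reads per SNP, no single-allele SNPs and known phase. The count of 0 genes by edgeR between reciprocal crosses (76 at an unadjusted p under 0.05) was 0 in 9 of 9 settings at an adjusted p of 0.001, DESeq2 included (93 unadjusted). The simulated edgeR test recovered 25.0% of the changed genes, so a count of 0 does not exclude changes of that size. Whether depth, the number of crosses or their spread limits it was not tested.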

Differences from the paper's values

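All alternatives named here were set before the data were examined unless said otherwise, and values differ where the larger is more than 1.5 times the smaller. The number of genes with ASE in B5 was 429, against the paper's 823. In K2 it was 140 against the paper's 255, in K4 528 against the paper's 979 and in K6 364 against the paper's 757. With the known phase the values no longer differed, at 828, 253, 983 and 753. The values still differed with 20 or 50 reads per SNP, Bonferroni adjustment, SNPs 100 bp apart, a binomial null, only the deepest SNP, no single-allele SNPs, the overdispersion of each cross, and thinned reads.

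Of 2935 genes testable in all crosses, 2511 showed ASE in no cross, against the paper's 1333. The paper describes its set as genes with enough SNPs and no evidence of ASE in any of the 6 crosses. The limit for enough SNPs is not given in the sources used here, so whether the 2 sets are alike is not known. The value was 1591 with 20 reads per SNP, out of 1823 testable genes, which no longer differed by the above limit, and it still differed under each of the other 9 alternatives, including 2126 with known phase.

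Between reciprocal crosses, edgeR called 0 genes up in progeny of Kisumu mothers and 0 down at an adjusted p of 0.001 (76 at an unadjusted p under 0.05; DESeq2 also 0, with 93), against the paper's 12 and 9. The values here are of reads at SNPs shared by all crosses, while the paper tested whole transcripts. They differed under each alternative that was run: DESeq2, no filter on low counts, only the deepest shared SNP, and leaving out each of the 6 crosses.

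AGAP008212 showed ASE in 1 cross, against the paper's 4, and in 4 with a binomial null, the alternative that no longer differed. The paper gives *Cyp6Z2* as both AGAP008212 and AGAP008218, and AGAP008218 showed ASE in 4 crosses here. If the paper's 4 crosses are those of AGAP008218, there is no difference, and the binomial null explains nothing. AGAP008284 showed ASE in 1 cross, against the paper's 2, and in 3 with a binomial null, which is within the limit but not equal. AGAP008280 showed ASE in 1 cross, against the paper's 2, and in 2 with known phase and 3 with a binomial null, of which the former equals the paper's and the latter is within the limit. Each of the 3 genes still differed under the other alternatives.

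The paper states that AGAP012296, AGAP004534 and AGAP003583 belong to the genes with ASE in at least 4 crosses. Here they had ASE in 3, 2 and 3 crosses. Known phase gave 4 crosses for AGAP004534 and AGAP003583, and a binomial null gave 4 and 5. AGAP012296 had 3 at most under the settings run. The paper states that *ace1* had ASE in the progeny of K2, where it was not called here pseudo-phased (adjusted p = 1) and was called with known phase (adjusted p = 0.00145). The paper reports no significant trend over arms for K2, where the permutation p here was 0.0047. It was 0.29 with 20 reads per SNP and 0.15 with known phase, the latter chosen after seeing the values, and neither drops any of the other 5 crosses.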

Other observations

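Of the tests in this part, that of the strain genes in B1 and B3 was set before its result was seen, and all others were chosen only after the result was seen.

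The 31 genes with the same higher allele in all 4 crosses of known parents were compared with other assignments of the crosses to 2 directions. Of 8 assignments, 1 gave as many genes, the real one, and limma called 0 in each of the other 7 (28 to 255 genes at an unadjusted p under 0.05). With 8 assignments, chance cannot be excluded. Assignments that flip 1 of K4 and K6 but not the other say little. The paper proposes that both are progeny of the same cross, and 445 of 450 genes with ASE in both had the same direction. Chance differences of single libraries would leave B1 and B3, which did not enter the test, without a direction. There, 90.9% of 22 genes (exact 95% confidence interval 70.8 to 98.9) in B1 and 19 of 20 genes (75.1 to 99.9) in B3 had the same direction, against 60.8% and 63.8% of other genes. The limma count was 5 without B5, 0 without K4 (381 genes at an unadjusted p under 0.05), 1 without K6 and 25 without K2, of which 12 were among the 31. For reciprocal expression, 10 of 10 splits gave as many genes as the real one, but with a real count of 0 by edgeR at an adjusted p of 0.001 (76 genes at an unadjusted p under 0.05, and 0 by DESeq2 with 93) this holds by construction and decides nothing.

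Among 245 genes with ASE in both B5 and K4 by the known phase, 67 had the higher allele from opposite colonies. Alleles exchanged between the colonies may account for part of these. Of 49 with shared SNPs, 10 (20.4%) had mostly SNPs whose allele was carried by the other colony, against 2 of 162 genes (1.23%) of the same direction (permutation p = 2e-05). Expression by parent of origin would place K2 on the side of K4. K2 was so in 21 of 34 genes (61.8%, exact 95% confidence interval 43.6 to 77.8), against 77.0% of 122 genes of the same direction. Over all 3666 genes, limma called 0 with the maternal allele higher or lower in all 4 crosses (lowest adjusted p 0.850, with 201 genes at an unadjusted p under 0.05). That test was not of these genes as a set. The interval includes both 50% and 77.0%, so for these genes parent of origin and differences between parents cannot be told apart.

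On 2L from 20 Mb, the median over 538 genes of the maternal share in K6 fell by 3.16 points from K4, with a bootstrap 95% interval of -3.63 to -2.77. The boundary was chosen after the values were seen. A shift of the whole K6 library would lower the other arms as much, but the largest median difference there was -0.75 points. At SNPs whose reference allele could be read from the lists of B1 and B3, the difference was -0.957 points (-1.68 to -0.0792) where the maternal allele is the reference allele and -1.09 (-2.08 to 0.217) elsewhere. These SNPs show a smaller difference than the region, so reads that favour the reference allele and other explanations cannot be told apart. Differences between the parents were not tested.

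Of 172 SNPs that had reads of a single allele in B1 and were tested in B5, 93 (54.1%) had reads of a single allele there too, against 0.301% of other SNPs. Wrong genotypes inferred from siblings cannot be the whole cause, since the parents of B5 were sequenced. No biological explanation was tested.

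The highest number of reads at a SNP was between 7156 (K2) and 8055 (K4). The ratio of these was 1.13, while the totals over all SNPs had a ratio of 6.96. An upper limit on the reads counted per SNP may explain this, which would affect 125 SNPs with at least 7000 reads in K4 and 3 in K2. No biological explanation was tested.

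The percent of genes with ASE was highest in K4, the deepest cross, and lowest in K2, the shallowest. Thinned to the reads of K2, K4 had 2.08% and ranked 5 of 6, with B1 the highest at 3.37%. Depth as a cause of the order of K4 would give such a fall, but only the total of reads was matched. These reads lay in 5854 testable genes in K4 and 4856 in B3. Reads per gene need not be equal, so the ranks are not a comparison at equal depth per gene. The test replaced a rank correlation over the 6 crosses, which was set aside after it was seen. Differences between the parents were not tested.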
